# Impact of Library Preparation on Downstream Analysis and Interpretation of RNA-Seq Data: Comparison between Illumina PolyA and NuGEN Ovation Protocol

**DOI:** 10.1371/journal.pone.0071745

**Published:** 2013-08-19

**Authors:** Zhifu Sun, Yan W. Asmann, Asha Nair, Yuji Zhang, Liguo Wang, Krishna R. Kalari, Aditya V. Bhagwate, Tiffany R. Baker, Jennifer M. Carr, Jean-Pierre A. Kocher, Edith A. Perez, E. Aubrey Thompson

## Abstract

**Objectives:**

The sequencing by the PolyA selection is the most common approach for library preparation. With limited amount or degraded RNA, alternative protocols such as the NuGEN have been developed. However, it is not yet clear how the different library preparations affect the downstream analyses of the broad applications of RNA sequencing.

**Methods and Materials:**

Eight human mammary epithelial cell (HMEC) lines with high quality RNA were sequenced by Illumina’s mRNA-Seq PolyA selection and NuGEN ENCORE library preparation. The following analyses and comparisons were conducted: 1) the numbers of genes captured by each protocol; 2) the impact of protocols on differentially expressed gene detection between biological replicates; 3) expressed single nucleotide variant (SNV) detection; 4) non-coding RNAs, particularly lincRNA detection; and 5) intragenic gene expression.

**Results:**

Sequences from the NuGEN protocol had lower (75%) alignment rate than the PolyA (over 90%). The NuGEN protocol detected fewer genes (12–20% less) with a significant portion of reads mapped to non-coding regions. A large number of genes were differentially detected between the two protocols. About 17–20% of the differentially expressed genes between biological replicates were commonly detected between the two protocols. Significantly higher numbers of SNVs (5–6 times) were detected in the NuGEN samples, which were largely from intragenic and intergenic regions. The NuGEN captured fewer exons (25% less) and had higher base level coverage variance. While 6.3% of reads were mapped to intragenic regions in the PolyA samples, the percentages were much higher (20–25%) for the NuGEN samples. The NuGEN protocol did not detect more known non-coding RNAs such as lincRNAs, but targeted small and “novel” lincRNAs.

**Conclusion:**

Different library preparations can have significant impacts on downstream analysis and interpretation of RNA-seq data. The NuGEN provides an alternative for limited or degraded RNA but it has limitations for some RNA-seq applications.

## Introduction

RNA expression profiling through next generation sequencing (RNA-seq) has become a standard approach in biomedical research due to its clear advantages over the traditional microarray based technology. Using the technology, many advances have been made in characterization and quantification of transcriptomes such as transcription start site mapping, strand-specific expression, fusion gene detection, expressed single nucleotide polymorphism/mutations, RNA editing, detection of alternative splicing events, and non-coding RNA identification [1]. RNA-seq is mostly carried out using polyadenylated (PolyA) tail selection, which uses oligo-dT affinity to select transcripts with the PolyA tail for sequencing. This step avoids high abundance RNA species that are not interesting to investigators such as rRNA, tRNA or histone mRNAs. However, this protocol requires high quality (fresh or fast frozen tissue) and sufficient amount of RNA from a sample to be sequenced, which is very challenging for partially degraded RNA from the rich archive of formalin fixed paraffin embedded (FFPE) samples and a tiny tissue from biopsy. Additionally, evidence shows that some interesting RNAs do not have the PolyA tail [2] and the PolyA selection would be inappropriate in such case. To address these limitations, several new library preparation protocols have been developed for RNA-seq, among which the NuGEN (San Carlos, CA, USA) Ovation RNA-Seq System is commonly used. This protocol can simplify library preparation and uses as little as 500 pg of total RNA, either from limited RNA source or partially degraded RNA from FFPE. The protocol uses a single primer isothermal amplification to amplify RNA target into cDNA before standard Illumina library preparation that includes end repair, A-tailing, and ligation of selected sequencing adapters [3], [4], [5], [6]. For example, Wu and colleagues successfully applied WT-Ovation Pico RNA Amplification System to deep-sea microbial samples with very low cell density and high impurity for metatranscriptome analysis. Using pooled bronchial airway epithelial cell brushings, Beane et al. conducted RNA-seq for the libraries prepared by both the Illumina PolyA selection and the NuGEN Ovation System and demonstrated fairly good agreement for the common genes detected by both libraries (Pearson correlation r 0.59) [6]. In spite of these observations, questions remains considering the broad applications of a RNA-seq experiment: 1) how do the library preparations affect differentially expressed gene detection across biological conditions, one of the most important and common questions from the RNA-seq; 2) do the library preparation affect expressed single nucleotide variant (SNV) detection? 3) Does the NuGEN library provide advantages over the PolyA in non-coding RNA detection?

With those questions, we conducted an RNA-seq experiment for 8 breast cell lines whose sequence libraries were prepared by both the Illumina PolyA selection and the NuGEN Ovation RNA-Seq kit. We compared their respective alignment efficiencies, gene detection/quantification, differentially expressed gene detection between biological replicates, and SNVs. Although the results from the two protocols largely agreed, clear differences were observed. In-depth analyses were performed to elucidate the differences and recommendations were provided for library preparation protocol selection, data analysis and interpretation.

## Materials and Methods

### Samples and RNA Preparation

RNA from eight human mammary epithelial cell (HMEC) lines obtained from American Type Culture Collection (ATCC) was extracted from mid log phase cultures at low passage (P1 or P2) using TRIzol kit (Invitrogen), each with high quality RNA (RIN numbers all >9.7). These cell lines were derived from 8 different individuals (biological replicates), of which 4 were with involuted and 4 were with non-involuted epithelial cells, the phenotype associated with an increased breast cancer risk [14]. For NuGEN libraries, 500–800 pg total RNA were amplified and converted to cDNA using NuGEN’s Ovation RNA-Seq kit. Following amplification, 4.6–5.0 ug cDNA was fragmented to ∼200 bps using Covaris S2 and the fragmentation parameters described in the NuGEN ENCORE NGS library preparation protocol. The remainder of the library preparation followed manufacturer’s protocol as described in NGS Library System I and Multiplex System, Part no. 300. For Illumina libraries, 5 ug total RNA were processed according to the mRNA Seq Sample Preparation Kit protocol (part number 1004898 Rev A), with the 300 bp gel fragment eluted and purified for sequencing, as described in Sun et al [7].

### RNA Sequencing

The paired-end sequencing at 51 cycles (50 bases each end) was carried out for both the NuGEN and Illumina PolyA preparations. The former was conducted by GAIIx sequencer and the later was by HiSeq 2000 at Mayo Clinical Medical Genomics Facility. The raw sequence data has been deposited to GEO with accession number GSE47933.

### Sequence Alignment and Gene Level Expression Quantification

Sequence alignment and quantification of gene and exon level expression was carried out using internally developed RNA-seq analytical pipeline. Briefly, the pair end reads were aligned to the human genome build 37.1 using TopHat (1.4.0) and Bowtie (0.12.7). HTSeq (0.5.3p3) was used to perform gene counting while BEDTools (2.7.1) was used to count the reads mapping to individual exons according to RefSeq gene annotations (Feb 2009, GRCh37/hg19) with 23,113 genes. Gene level expression was normalized by reads per kilobase per million mapped reads (RPKM) [8] for filtering genes and comparing correlation between two library preparations.

### Differentially Detected/Expressed Gene Detection

We compared both differentially detected genes between two library preparations (8 vs. 8 samples of two library preparations), and differentially expressed genes between two biological conditions (4 vs. 4 samples of two different phenotypes) within the same library preparation and then compared the commonly detected or uniquely detected by either platform. For both tests, we applied count based negative binomial model implemented in the R package “edgeR” [9], in which normalization factor was calculated by trimmed mean of M values (TMM) method [10]. This normalization constant was incorporated into the models to account for varying library sizes. The gene-wise dispersions were estimated by conditional maximum likelihood and an empirical Bayes procedure was used to shrink the dispersions towards a consensus value. The differential expression was assessed using an exact test adapted for over-dispersed data for the cell line samples with two different phenotypes. For the comparison between samples prepared by PolyA and NuGEN (differentially detected genes), we treated them as paired and applied Cox-Reid profile-adjusted likelihood method in estimating dispersions and likelihood ratio test for differentially detected genes.

### Single Nucleotide Variant Calls

One of the major advantages in RNA-seq data is to detect expressed single nucleotide variants (SNVs) from the sequence reads. However, it is not clear how different library preparations may affect these discoveries. To answer this question, we applied SNVMix2 [11], a probabilistic Binomial mixture model to infer SNVs from NGS data and GATK UnifiedGenotyper [12] for SNV calling. For SNVMix2, we used the minimum coverage of 4 and the combined heterozygous and homozygous alternative allele probability (AB+BB) >0.8 for a variant allele. The default settings were used for GATK. We compared the number and overlap of the SNVs called in each sample between the PolyA and NuGEN preparation and between variants detected by different callers. The variants were further categorized according to their genomic locations and functional impacts.

### Intronic Gene Expression

As high proportion of reads was mapped to the genomic regions beyond RefSeq exon annotations in NuGEN samples, we also evaluated the “expression” of intragenic regions (introns) for each RefSeq gene with two or more exons. To do this, the hg19 refFlat file downloaded from UCSC was used to create a intragenic segment GTF file. This file was then passed to HTSeq (0.5.3p3) to count the total number of reads mapped to introns of a gene using the same aligned bam files as the gene expression described above. Total and proportion (of library size) of reads mapped to these regions, the number of genes with intragenic expression, and variance of intragenic expression were compared between PolyA and NuGEN samples.

### Expanded Gene Quantification with GENCODE Annotations

hg19 RefSeq annotation has 23,113 well annotated genes. However, many less characterized or novel genes, particularly non-coding RNAs, are not included in the annotations. To test whether there is an edge to capture these additional genomic features by the NuGEN protocol, we expanded our analyses to GENCODE annotations (v12, Ensembl 67) with 11,790 long noncoding RNAs, 8801 small RNAs, and 12, 869 pseudogenes by replacing RefSeq annotation with this combined GENCODE/Ensembl annotation in gene expression calculation with HTSeq. The number of genes in each gene functional category was compared between the PolyA and NuGEN samples.

### Novel lincRNA Prediction from the Two Protocols

In addition to the annotated lincRNAs in GENOCODE, we were also interested in potential novel lincRNAs detected from each protocol. To do this, we applied our lincRNA analytical pipeline to focus on new lincRNAs not defined in GENOCODE. Briefly, after the Tophat alignment, we used Cufflinks and Scripture to name the common candidate transcripts (the commands and parameters were provided in the Table S2). For a transcript to be a potential lincRNA, it needed: 1) at least 200 bp long; 2) a transcript with at least 3 supporting reads 3) no overlap with protein coding region/domain; 4) no protein coding potential as predicted by CPAT [13] and no blastp hits. Only the lincRNAs that are not present in the GENCODE annotations were considered for this comparison. Novel lincRNAs in each sample were compared with other samples and lincRNAs with the same or similar coordinates were merged and then used for quantification of lincRNA expression.

### RT-PCR Quantification for Selected Genes

We conducted RT-PCR for 5 genes (*AR, ESR1, HGF, SIX1, and TWIST1*) that were implicated in breast epithelium involution using GAPDH as an internal control. RNA extraction was performed with the Qiagen mRNeasy kit, including on-column treatment with DNase; and cDNA conversion was carried out using the Applied Biosystems cDNA Archive protocol, according to the manufacturers’ recommendations. Reverse transcriptase-mediated quantitative real time PCR (qPCR) was carried out using commercially available primer/probe/target reagents obtained from Applied Biosystems (ESR1 Hs01046818_m1, AR Hs00907244_m1, GAPDH Hs99999905_m1, HGF Hs00300159_m1, SIX1 Hs00195590_m1, TWIST1 Hs00361186_m1). Real time amplification kinetics were collected using the Applied Biosystems HT7900 cycler and data are represented as ΔCT using GAPDH as a reference control.

## Results

### Mapping Efficiency, Biases and Number of Captured Genes

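Gene expression was measured in 8 human mammary epithelial cell (HMEC) lines, 4 derived from involuted and 4 from non-involuted breast epithelium. Each line gave 1 PolyA library, in which RNA with a poly(A) tail is selected before cDNA synthesis, and 1 NuGEN library, in which cDNA is amplified from a small amount of total RNA, so that 16 libraries from 8 lines were compared. The lines are numbered here from 1 to 8, with the involuted lines first and the same number in both preparations. The authors deposited the number of reads they counted on each RefSeq gene in each library, without normalization. Total counts ran from 32494180 to 35826536 (median 33911955) in the PolyA samples of the involuted lines and from 33719354 to 39490494 (median 35971818) in those of the non-involuted lines. In the NuGEN samples they ran from 39659716 to 43813044 (median 42419259) and from 36492402 to 42073470 (median 40080966), respectively. No count in the table was an odd number, and the paper's text does not state how the 2 reads of a pair were entered. A count of 0 in 1 library allows up to 0.0923 CPM, the count scaled to the library's total, in the PolyA samples and up to 0.0822 CPM in the NuGEN samples, and such limits cover counting error only. If both reads of each pair were entered, a limit set in pairs is 2 times as high, and a lower bound of a fold computed from it is lower by the same factor. Measures with 1 value per library were compared between the preparations by an exact permutation test over all sign flips of the 8 paired differences, two-sided, whose smallest p is 0.00781.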

For the 8 HMEC cell line samples, we used the same RNA extracts for both NuGEN and Illumina PolyA library preparation. The PolyA library was sequenced with the Illumina GAIIx sequencer and about 40 millions of pair-end reads (2×50) were generated each sample. The NuGEN library was sequenced with the Illumina HiSeq 2000 where each sample had 120–140 millions of paired reads. Both data were in good quality as assessed by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). 

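The Methods of the paper assign the sequencers to the preparations in the opposite order. Under either assignment all 8 libraries of a preparation were run on the same type of sequencer, so the sequencer and the preparation cannot be told apart in these counts. The values here use the counts on genes, not the numbers of reads sequenced.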

The base quality from position 1 to 50 was quite uniform with median, mean, and lower 25 percentile all >30 (Figure S1). The mapping efficiencies for the PolyA library ranged from 91.8% to 94.2% while the efficiency was lower for the NuGEN library (74.2% to 76.3%). In spite of higher numbers of reads mapped in the NuGEN samples than in the PolyA samples, the numbers of reads mapped to the annotated genes including exons and junctions (according to RefSeq gene annotations) were only slightly higher in the NuGEN than in the PolyA samples ((36.5–43.8 million vs. 32.5–39.9 million vs., Figure 1), which account for ∼40% and 90% of the aligned reads, respectively. 

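The total number of counts per library was 35162264 ± 2354800 (SD, n = 8) in the PolyA samples and 40879885 ± 2429370 (SD, n = 8) in the NuGEN samples. It was higher in the NuGEN sample in 8 of 8 lines (exact permutation test, p = 0.00781). The counts cover reads on genes only, and the aligned reads outside genes were not analysed here.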

While 18–20% of reads were aligned to exon-exon junctions in the PolyA samples, only 5–6% of reads in the NuGEN samples were in exon-exon junctions. The reads mapped to rRNAs and tRNAs were slightly higher in the NuGEN samples than the PolyA samples (0.57–1.21% and 0.2–0.4% vs. 0.52–1.1% and 0.004–0.012%, respectively).The estimated average insert sizes (the inner distance between the two read pair) were 100 and 0.25 for the PolyA and the NuGEN samples, respectively. 

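A mean of 17599.9 ± 170 genes (SD, n = 8) had at least 1 count in a PolyA sample, against 14999.5 ± 262 genes (SD, n = 8) in a NuGEN sample. The number was higher in the PolyA sample of all 8 lines, by 14.3% to 20.2% within a line (exact permutation test, p = 0.00781). With every library thinned at random to the smallest total of the 16 libraries, the means were 17592 ± 171 and 14977.1 ± 270 genes (SD, n = 8). A minimum of 1 CPM in place of 1 count moved the difference most, from 2600.4 ± 262 to 1421.1 ± 305 genes per line (SD, n = 8).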

The number of genes detected in each sample in the NuGEN samples run from 14,628 to 15,429 while this number was much higher in the PolyA samples, ranging from 17,341 to 17,850 (12.4∼21.3% more in the PolyA samples) when standardized RPKM (reads per kilobase per million mapped reads) [8] expression greater than 0 was used. With RPKM> = 5, the similar pattern was observed (5,912∼6958 vs. 7,660∼8,602, 13.7∼44.6% more, Figure 1, y axis on the right). These data showed that sequence reads from the NuGEN protocol had lower mapping rate, lower fraction of reads mapped to coding regions and exon-exon junctions, and lower number of genes detected.

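RPKM was computed from the counts on genes, not from aligned reads, with the transcript lengths of the reference annotation for 18652 of the 20156 expressed genes and the gene's extent for the others. A mean of 7955.6 ± 339 genes (SD, n = 8, range 7495 to 8458) in the PolyA samples and 6464.3 ± 339 genes (SD, n = 8, range 5790 to 6831) in the NuGEN samples reached 5 RPKM. All 8 lines had more such genes in the PolyA sample, by 18.8% to 29.4% (exact permutation test, p = 0.00781). With TMM effective library sizes the difference was 1044.9 ± 62.4 genes (SD, n = 8) in place of 1491.4 ± 161.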

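Of the measures that the paper lists here, the number of genes detected is the one that a table of gene counts holds. Of the genes with at least 1 count in any of the 16 libraries, 12.7% ± 0.842 (SD, n = 8) had no count in a PolyA sample and 25.6% ± 1.30 (SD, n = 8) had none in a NuGEN sample. The share was lower in the PolyA sample of each of the 8 lines (exact permutation test, p = 0.00781). The paper does not report these shares. From its own numbers of genes detected and its alignment statistics, it concludes that the NuGEN protocol detects fewer genes.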

**Figure 1:**
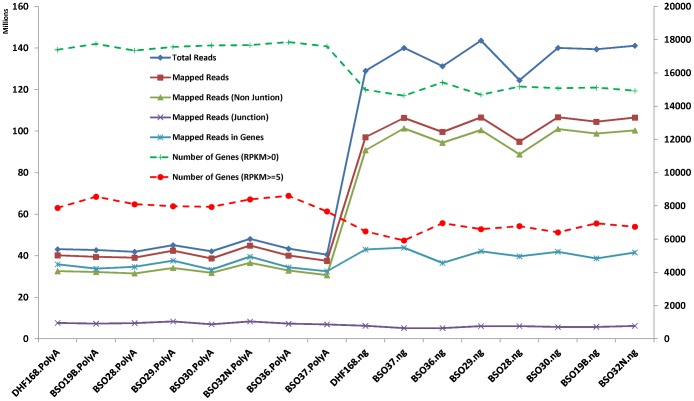
Alignment and Mapping Statistics for 8 HMEC. Y axis on the left for solid lines and Y axis on the right for dashed lines, representing millions of reads and numbers of genes captured, respectively. The samples from PolyA preparation are on the left side of the graph (with “.PolyA” extension on sample name) and the NuGEN samples are on the right (with “.ng” extension). Although the NuGEN samples had much higher sequence depth, the numbers of reads mapped to exon/gene were quite similar to the PolyA samples or slightly. The numbers of captured genes were lower in the NuGEN samples.

### Impact of Library Preparation on RNA Quantification

Because the two library preparations were sequenced at different depths, we first normalized the gene level expression data using RPKM (1 million of reads mapped to genes, not aligned reads) to assess the agreement between the two libraries in terms of number of genes captured and measurement of gene expression level. Since the two library preparations used the exact RNA extract for each sample and the difference between the two would be mainly due to technical deviations. Among the 23,113 RefSeq genes, 2,957 did not have any reads mapped in any of the 16 samples (8 PolyA and 8 NuGEN samples) and they were first removed, which led to a total of 20,156 genes for further assessment. 

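The deposited table listed 23113 genes, of which 2957 had 0 counts in all 16 libraries and 20156 had at least 1 count in any library. Of all the genes listed, 18946 were matched to the reference annotation by their current symbol and 2239 by an older symbol, in each case with overlapping coordinates. The remaining 1928 genes were not matched.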

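The median of log2(RPKM + 1) over the 20156 expressed genes was 1.79 ± 0.12 (SD, n = 8) in the PolyA samples and 1.06 ± 0.12 (SD, n = 8) in the NuGEN samples. The upper quartile was 3.63 ± 0.11 and 3.22 ± 0.14 (SD, n = 8), respectively. Both measures were higher in the PolyA sample of all 8 lines (exact permutation test, p = 0.00781 for each).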

Figure 2A is the boxplot of log2 RPKM (after adding 1 to all genes before log2 transformation) for the 16 samples. As clearly seen, the gene expression in the samples from the NuGEN library had a wider range of expression: the lower 25% (the first quarter) of genes had no expression (at 0 line) while a few genes were expressed at very high level. 

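The lower quartile of log2(RPKM + 1) was 0.16 ± 0.03 (SD, n = 8) in the PolyA samples. In the NuGEN samples its median was 0 and its highest value, in line 8, was 0.024. The maximum was 12.77 ± 0.42 (SD, n = 8) in the PolyA samples and 15.43 ± 0.12 (SD, n = 8) in the NuGEN samples. The 10 genes with the most counts held 9.13% ± 1.20 (SD, n = 8) of the counts of a PolyA sample and 16.3% ± 3.49 (SD, n = 8) of those of a NuGEN sample. Their share was higher in the NuGEN sample in all 8 lines (exact permutation test, p = 0.00781).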

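Across the 20156 genes, Pearson's r of log2(RPKM + 1) between the PolyA and the NuGEN sample of a line had a mean of 0.771 ± 0.0296 (SD, n = 8 lines) and ran from 0.716 in line 4 to 0.815 in line 8. These are correlations across genes, which are not independent replicates. Between a PolyA and a NuGEN sample of different lines, r ran from 0.663 to 0.805 with a median of 0.740 over 56 pairs. Of the 8 NuGEN samples, 2 had their highest r with the PolyA sample of their own line. Within a preparation, different lines had r from 0.912 to 0.984 in the PolyA samples and from 0.862 to 0.928 in the NuGEN samples. The choice of genes moved the paired r most, to a mean of 0.679 over genes with at least 10 counts in both libraries.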

The correlation of log2 RPKM gene expression between the paired PolyA and NuGEN samples was moderately high (Pearson correlation r from 0.71 to 0.81 and r^2^ from 0.5 to 0.65, an example sample BSO10B was shown in Figure 2B). There was an overall trend that the detected gene expression was higher from the PolyA protocol than the NuGEN (the fitted lowess curve tilted to x-axis). 

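In the lowest RPKM bin, from 0 to 1, a PolyA sample had a mean of 8203.1 ± 214 genes (SD, n = 8) and a NuGEN sample 9932.8 ± 335 genes (SD, n = 8). From 1 to 5 RPKM the PolyA sample had 238.3 ± 186 more genes than the NuGEN sample of the same line (SD, n = 8), with the direction shared by 7 of 8 lines (exact permutation test, p = 0.0156). The PolyA excess was 513.4 ± 97.1 genes from 5 to 10 RPKM, 732.8 ± 122 from 10 to 50, 142 ± 43.8 from 50 to 100, 86.5 ± 27.6 from 100 to 1000 and 18.8 ± 5.95 from 1000 to 10000 (SD, n = 8). In each of these 5 bins the PolyA sample had more genes in 8 of 8 lines (exact permutation test, p = 0.00781 for each). Over 10000 RPKM, each NuGEN sample had 2 genes and each PolyA sample had 0. With TMM effective library sizes no difference was left in the bin from 100 to 1000, with -0.25 ± 15.1 genes (SD, n = 8; exact permutation test, p = 0.977) and more genes in the PolyA sample in 4 of 8 lines. The excess then was 418.4 ± 117 genes from 1 to 5 RPKM and 447.3 ± 44.5 from 10 to 50, each in 8 of 8 lines, and 52.5 ± 56.9 from 50 to 100 and 11.3 ± 10.1 from 1000 to 10000, each in 7 of 8 lines (SD, n = 8). Over the family of 8 bins, the Benjamini-Hochberg adjusted values of the exact permutation tests were 0.0156 for the bin from 1 to 5 RPKM and 0.00893 for each of the others.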

Through binning genes into 8 levels of expression at RPKM of 0–1,1–5, 5–10, 10–50, 50–100, 100–1000, 1000–10,000, and 10,000–100,000 (exclusive for lower bound and inclusive for upper bound except 0–1 where 0 was included), we counted the numbers of genes in each bin and found that except for the lowest and the highest bins where the NuGEN samples had more genes, all other bins had more genes in the samples from the PolyA samples (Figure 2C). There were 2,160 genes that were not detected in any of the NuGEN samples but in the PolyA samples; conversely there were 376 genes not detected in any of the PolyA samples but only in the NuGEN samples. The similar statistics were observed for the raw count data without RPKM normalization. These results showed that the genes captured by the PolyA preparation were more diverse while the NuGEN library preparation missed a significant number of genes at different levels of expression.

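A gene has an RPKM above 0 wherever it has a count, so the number detected does not depend on that normalization. Requiring at least 10 counts, a mean of 15355.4 ± 207 genes (SD, n = 8) was detected in a PolyA sample and 13738.5 ± 253 (SD, n = 8) in a NuGEN sample, with more in the PolyA sample of all 8 lines (exact permutation test, p = 0.00781).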

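The genes detected by one preparation alone were 2160 for PolyA and 376 for NuGEN, and most had few counts. Their mean over the 8 libraries of the detecting preparation had a median of 0.0300 CPM for the PolyA set and 0.0384 CPM for the NuGEN set. All 8 libraries of that preparation detected 282 of the PolyA set and 17 of the NuGEN set, and 57 and 22 genes, respectively, had a mean of at least 1 CPM. With at least 10 counts summed over the detecting preparation, 1068 and 211 genes were left. After thinning every library to the same total the numbers were 2166 and 375. From its numbers of 2160 and 376 genes and the distribution over expression levels, the paper concludes that the genes captured by the PolyA preparation were more diverse.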

**Figure 2:**
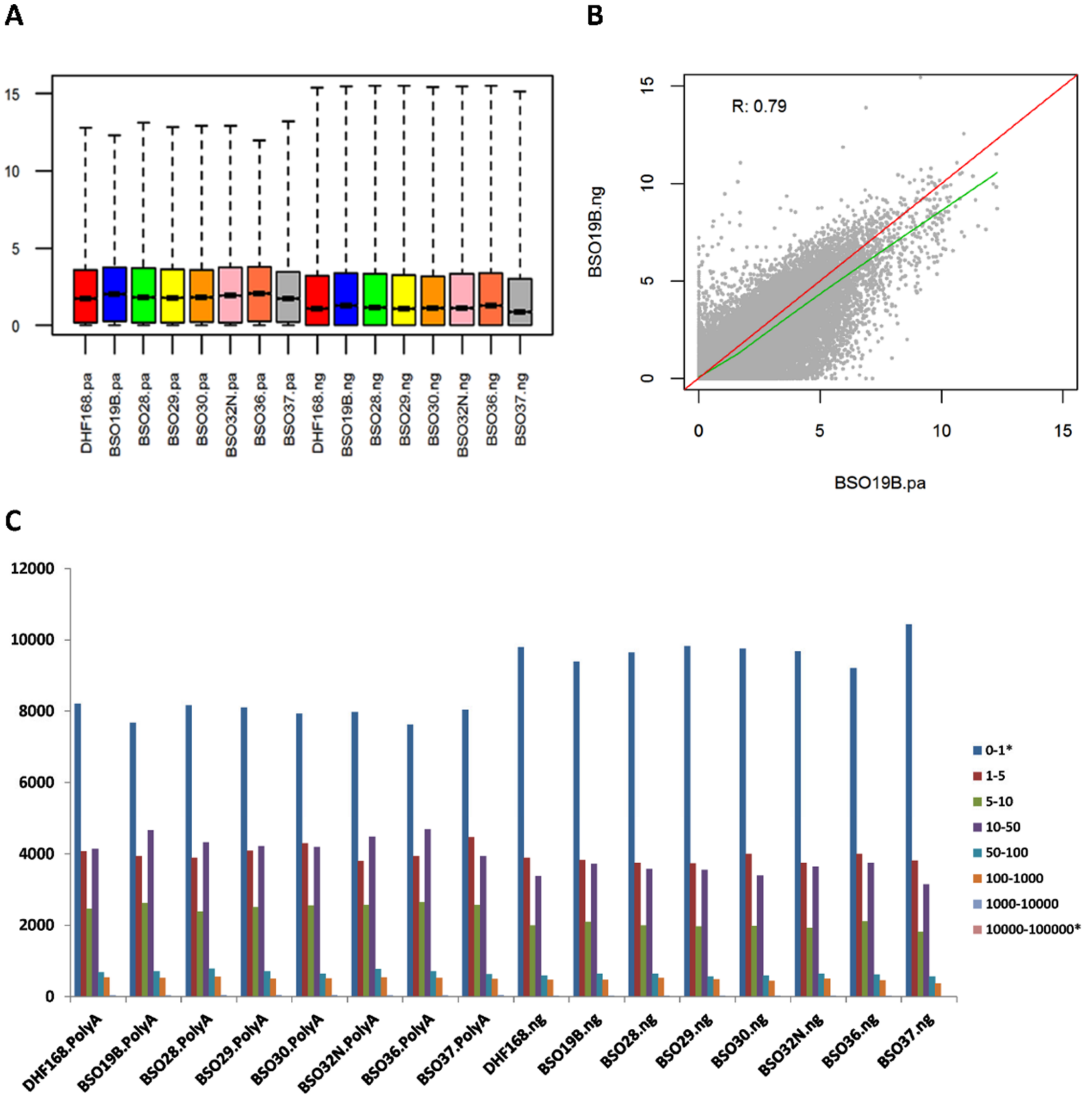
Gene expression distribution, correlation, and detected genes. A: Boxplot of RPKM normalized expression for 8 samples from the PolyA and 8 samples from the NuGEN library preparation (from left to right in the same order). Samples with the same color were the same RNA extract but prepared by either the PolyA or NuGEN protocol. B: The example scatter plot of RPKM expression of the same sample (sample BSO19B) between two library preparations. R - Pearson correlation coefficient. Red line – diagonal line for perfect correlation. Green line – fitted lowess cure for the data. C: Gene counts in different expression level binned by standardized expression RPKM. There were 20,156 genes detected in at least one sample and all these genes were used for the binning. Y-axis: number of genes detected in each expression range in RPKM. Samples on the left side are the PolyA and on the right are the NuGEN. NuGEN samples had more genes missed (in 0–1 range) than PolyA samples. Two genes are highly expressed (>10,000 rpkm) in the NuGEN samples but no genes were in this range in the PolyA samples. The ranges with * had more genes in the NuGEN samples than the PolyA samples.

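MTRNR2L2, on chromosome 5 from 79945819 to 79946854 of the build the counts were made on, was the 1 gene over 10000 RPKM in all 8 NuGEN samples. Its RPKM was 44150 ± 3465 (SD, n = 8) in the NuGEN samples and 611 ± 204 (SD, n = 8) in the PolyA samples, and it took 4.57% ± 0.359 of the NuGEN counts. MTRNR2L8, on chromosome 11 from 10529434 to 10530723, had 14008 ± 2653 RPKM (SD, n = 8) in the NuGEN samples and 250 ± 117 (SD, n = 8) in the PolyA samples, and fell to 7651 RPKM in line 4. In that line the other gene over the limit was MALAT1, with 13204 RPKM. MTRNR2L8 and MALAT1 were chosen after their values were seen. The lengths behind the RPKM of both MTRNR2L genes are their extents in the table. These genes are nuclear copies of the mitochondrial 16S rRNA gene, and 53.6% of the 50-base windows of MTRNR2L2 and 39.8% of those of MTRNR2L8 lay within 2 mismatches of that gene, so their counts are uncertain.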

### Differentially Measured Genes between the Two Platforms

The PolyA and the NuGEN library preparations are different protocols and it is expected each may work well for some genes but not others. It is important to know how these genes are differentially measured. To this end, we compared the differentially detected genes between the replicates from the two different library preparations using generalized linear model for count data implemented in edgeR [9], treating the same sample from the two libraries as a pair. In this case the raw count data, not RPKM data, were used. 

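The counts of the 20156 genes in all 16 libraries were fitted with edgeR's quasi-likelihood model, with the 8 lines as blocks, the preparation as the term tested and TMM normalization factors between 0.767 and 1.22. Adjusted p-values are Benjamini-Hochberg values over these genes, and a positive log2 fold change means more in the PolyA samples. The likelihood ratio test named in the paper's methods was run as an alternative.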

The different library sizes were normalized internally using the TMM method (weighted trimmed mean of M-values), which calculates a scaling factor for each sample to a reference sample whose upper quartile is the closest to the mean upper quartile of the samples after removing outliers. The TMM minimizes the impact of extreme values and performs better than library size or upper quartile normalizations [10]. 

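With edgeR's quasi-likelihood test, 11591 of 20156 genes (57.5%) had a Benjamini-Hochberg adjusted p-value under 0.05, and 6866 of these had a fold change over 4. The paper's likelihood ratio test gave 12497 genes (62.0%), of which 7499 had a fold change over 4. Leaving out each line in turn gave 10843 to 11105 genes. Among the 11591 genes, 8516 had the same direction in all 8 lines.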

At false discovery rate (FDR) <0.05, 12,650 (out of 20156) or 63% genes were differentially measured between the two platforms, among which 8,523 (42%) have fold change >4. 

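Of the genes called by the quasi-likelihood test, 7085 were higher in the PolyA samples and 4506 in the NuGEN samples. Upper-quartile normalization, which moved the median log2 fold change by -0.23, gave 6501 and 5117 genes. The library size alone, which moved it by 0.21, gave 7699 and 3918. Among genes with a mean from 0.1 to 1 CPM, 1297 were higher in PolyA and 382 in NuGEN, and from 10 to 100 CPM the numbers were 3018 and 2260. From 100 to 1000 CPM the direction turned, with 655 genes higher in PolyA and 1084 in NuGEN. No count in any NuGEN sample was found for 626 of the genes higher in PolyA, and 81 of those higher in NuGEN had none in any PolyA sample.
The largest fold changes toward PolyA were those of LRP3, ENDOG, FAM108A1, ANKRD9 and IRF2BP1. FAM108A1, on chromosome 19 from 1876975 to 1885518, had 69.6 ± 18.7 CPM (SD, n = 8) in the PolyA samples and at most 2 counts in any NuGEN sample, at least 949-fold higher, or at least 474-fold with the limit set in pairs of reads. Computed in the same way, LRP3 was at least 496-fold (248-fold in pairs) and ENDOG at least 294-fold (147-fold) higher. The largest toward NuGEN were those of HIST1H3I, HIST1H4E, SCARNA9, MTRNR2L1 and HIST1H2AL. HIST1H3I, a histone gene on chromosome 6 from 27839623 to 27840099, was at least 425-fold (213-fold in pairs) higher in the NuGEN samples. SCARNA9, a small RNA gene on chromosome 11 from 93454680 to 93455032, had a log2 fold change of -9.35 (SE 0.36, adjusted p = 1.63e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Histone and MTRNR2L genes have near-identical copies, and their counts are uncertain. GAPDH, the reference of the RT-PCR data, had a log2 fold change of 3.78 (SE 0.10, adjusted p = 1.02e-11), and RCAN1 one of -0.15 (SE 0.21, adjusted p = 0.560), by the same edgeR test.
The numbers of genes by GC content of the transcript are plotted for the 13514 genes with a mean of at least 1 CPM and a reference transcript. Of 4 groups of genes of nearly equal size, the one with the lowest GC content had 112 genes higher in PolyA and 2106 in NuGEN, and the one with the highest had 3013 and 68.

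**Figure D1:**
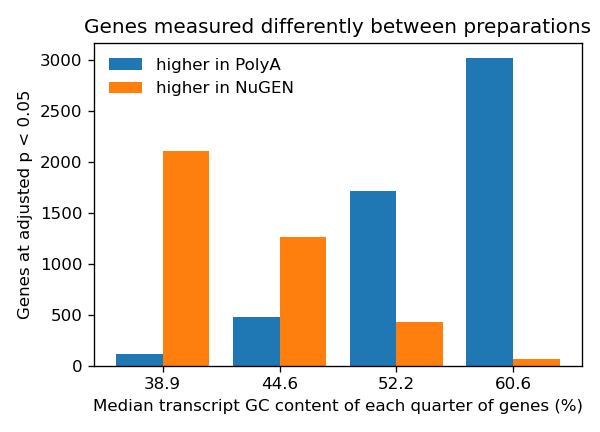
Number of genes with an adjusted p-value under 0.05 in each of 4 groups of genes by GC content, higher in PolyA or higher in NuGEN. The horizontal axis gives the median GC content of each group in percent, from 38.9 to 60.6. The bars for PolyA rise from 112 to 3013 genes and those for NuGEN fall from 2106 to 68.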

About twice more genes were detected higher in the PolyA samples than in the NuGEN (8,298 vs. 4,352) samples and the differences were mainly in the low to intermediately expressed genes, many of which were only captured in the samples from one library preparation but not another.

### Impact of Library Protocols on Differentially Expressed Genes (DEGs) between Biological Conditions

One of the critical questions in different library preparations is to what extent they will affect DEGs between biological conditions if one preparation method is used versus another. In the 8 HEMC samples, 4 samples were derived from involuted and other 4 were from non-involuted epithelial cells, the phenotype associated with an increased breast cancer risk [14]. We were interested in the DEGs between the two phenotypes and what would be the impact from the library preparations for the detection. For these comparisons, we first filtered out the genes at very low expression (reads per million < = 4 in 6 or more samples) in each library preparation (12,244 and 11,321 genes passed the filter for the PolyA and the NuGEN samples, respectively) and then conducted DGE detection separately for each library data between the two cell line phenotypes using edgeR [9]. 

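The filter as worded removes a gene at or under 4 CPM in 6 or more of the 8 libraries of a preparation, so that a gene stays with over 4 CPM in at least 3. It left 11879 genes for the PolyA samples, 10424 for the NuGEN samples and 9719 for both. A minimum of 2 libraries in place of 3, chosen after the values were seen, left 12244, 11321 and 10388 genes. These are the numbers the paper reports, so its filter may have differed from its wording. The filter as worded was kept here. Each preparation was then fitted alone with edgeR's quasi-likelihood model and TMM normalization, 4 non-involuted against 4 involuted lines. The exact test of the paper's methods and DESeq2 were run as alternatives. Positive log2 fold changes mean more in the non-involuted lines.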

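With edgeR's quasi-likelihood test, 0 of 11879 genes in the PolyA samples and 0 of 10424 genes in the NuGEN samples had a Benjamini-Hochberg adjusted p-value under 0.05. At an unadjusted p under 0.05 there were 1228 and 626 genes. With edgeR's exact test, the test named in the paper's methods, 216 genes in the PolyA samples and 31 in the NuGEN samples had an adjusted p-value under 0.05. Of the 216, 122 were higher in the non-involuted lines, as were 19 of the 31. DESeq2 gave 245 and 76 genes.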

At false discovery rate (FDR) cutoff of 0.05, there were 331 genes that were differentially expressed by the PolyA protocol (Figure 3A) while 102 genes were significant at the same criteria by the NuGEN protocol (Figure 3B). 

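No gene reached an adjusted p-value under 0.05 in both preparations with the quasi-likelihood test, and 189 genes had an unadjusted p under 0.05 in both. With the exact test 22 genes were common, 10.2% of the genes called in the PolyA samples and 71.0% of those called in the NuGEN samples. A term for the difference of the phenotype effect between the preparations, fitted with lines as blocks to the 9719 genes passing both filters, reached an adjusted p-value under 0.05 for 0 genes and an unadjusted p under 0.05 for 658 genes. With DESeq2 that term reached it for 20 genes.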

The common significant genes from the two library preparations were 64, which accounts for 19% and 63% of significant genes claimed in the PolyA and the NuGEN samples, respectively (Figure 3C). 

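Since no gene was called in both preparations by the quasi-likelihood test, fold changes were compared over the 48 genes with an unadjusted p under 0.01 in both. All 48 had the same direction in the PolyA and the NuGEN samples, and Pearson's r of their log2 fold changes was 0.914 (95% interval 0.851 to 0.951, across genes, which are not independent replicates). The size of the log2 fold change was larger in the NuGEN samples for 34 of them. Over the 22 genes common by the exact test, all 22 had the same direction and r was 0.882. Both preparations hold RNA of the same lines, so chance differences between lines are shared by both. In 27 other divisions of the 8 lines into 4 and 4 that gave common genes at this limit, 453 of 453 such genes also had the same direction.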

In spite of the low overlap with the PolyA samples, the estimated fold change and directions were highly comparable for these commonly changed genes (Figure 3D). 

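With the quasi-likelihood test 306 genes in the PolyA samples and 140 genes in the NuGEN samples had an unadjusted p under 0.01, and 48 were common, which is 15.7% and 34.3%, respectively. The exact test gave 470, 239 and 109 genes. Single lines moved these numbers by more than 1.5 times. Without line 5 there were 134, 79 and 14 genes, and without line 2 there were 733, 287 and 102.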

When the raw p value less than 0.01 (not affected by the number of genes in testing) was used as the cut-off, the PolyA samples had 583 significantly changed genes while the NuGEN samples had 325 significant genes with 159 overlapping genes between the two (27% of the PolyA and 49% of the NuGEN, Figure 3E). 

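Without any filter, 19780 genes were tested in the PolyA samples and 17996 in the NuGEN samples, and 535 and 217 had an unadjusted p under 0.01, with 85 in common. Over the 9719 genes that passed the filter in both preparations, the numbers were 228, 131 and 51. The number of genes with a Benjamini-Hochberg adjusted p-value under 0.05 was 0 in each of these quasi-likelihood fits. At an unadjusted p under 0.05 there were 1906, 1264 and 387 genes without a filter and 932, 585 and 196 over the genes passing in both.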

Similar results were obtained when all genes without any filtering or the commonly detected genes (10,388) in both protocol preparations were used (data not shown). Among the DEGs, we had 5 genes (*AR, ESR1, HGF, SIX1, and TWIST1*) with RT-PCR data for validation. Four of the five genes were differentially expressed from the RT-PCR experiment at p value <0.05 (Student’s T test for ΔΔCTs) and one (*ESR1*) was borderline (p = 0.07). All the five genes were differentially expressed in both the PolyA and the NuGEN samples; however, the estimated fold changes in the PolyA samples were closer to RT-PCR data than the NuGEN samples (Figure 3F).

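ESR1 lies on chromosome 6 from 152011631 to 152424408, HGF on chromosome 7 from 81331444 to 81399452 and TWIST1 on chromosome 7 from 19155091 to 19157295. None of these 3 genes passed the filter as worded in either preparation, and their values come from the fits without a filter. In the PolyA samples the log2 fold changes of edgeR's quasi-likelihood fit were 1.74 for ESR1 (SE 1.03), 4.79 for HGF (SE 1.59) and 3.18 for TWIST1 (SE 0.72). TWIST1 had 3.74 ± 2.66 CPM (SD, n = 4) in the non-involuted and 0.367 ± 0.260 CPM (SD, n = 4) in the involuted lines, and its log2 fold change lay from 2.70 to 3.52 with each line left out in turn. The Benjamini-Hochberg adjusted p-values of that test over all genes ran from 0.216 for TWIST1 to 0.595 for ESR1, and 2 of the 3 genes, HGF and TWIST1, were under 0.05 when adjusted over the list alone, that is over the genes the study compared with RT-PCR. In the NuGEN samples the log2 fold change was 4.27 for HGF (SE 1.99). With each line left out in turn, that of HGF lay from 3.35 without line 5 to 7.85 without line 4 in the NuGEN samples, and from 3.14 without line 8 to 5.97 without line 4 in the PolyA samples. ESR1 and TWIST1 had at most 2 counts in any involuted NuGEN sample. Their mean NuGEN CPM was at least 52.0-fold and 6.62-fold higher in the non-involuted lines. These limits rest on single lines, and were 15.6-fold for ESR1 without line 5 (11.5 CPM) and 2.93-fold for TWIST1 without line 8 (1.26 CPM). With the limit set in pairs of reads they were 26.0-fold and 3.31-fold. They hold for NuGEN counts and are no lower bounds for the RNA of these lines. The PolyA samples of the involuted lines held 12 to 90 counts of ESR1 and 4 to 22 of TWIST1. In the NuGEN sample of non-involuted line 7, ESR1 had 0 counts. In line 5 it had 11.5 CPM in NuGEN and 1.13 CPM in PolyA. The adjusted p-value in the NuGEN samples was 0.636 for each of the 3 genes over all genes by the same edgeR test, and 1 of them, ESR1, was under 0.05 when adjusted over the list alone. The paper does not say whether the list was chosen on these samples. If it was, the latter is not independent evidence. Exact permutation tests of log2 CPM over the 70 assignments of the lines, two-sided, gave p = 0.0286 for TWIST1 in each preparation, the smallest they can give, and 0.0952 after Benjamini-Hochberg adjustment over the tests of the list in both preparations. The same permutation tests gave p = 0.343 for ESR1 and 0.229 for HGF in the PolyA samples. In the NuGEN samples they gave 0.143 and 0.171, respectively. Single lines decided some of these values. ESR1 had 13.1 CPM in line 8 of the PolyA samples and at most 1.38 CPM in the other non-involuted lines, and without line 8 its log2 fold change was -0.075. By edgeR's exact test with Benjamini-Hochberg adjustment, HGF (adjusted p = 0.0271) and TWIST1 (0.00247) were under 0.05 in the PolyA samples and 0 of the 3 genes in the NuGEN samples. Over all settings of edgeR and DESeq2 run, the adjusted p-value in the PolyA samples ran from 0.0154 to 0.809 for HGF and from 0.000617 to 0.647 for TWIST1, and in the NuGEN samples from 0.00912 to 0.752 for ESR1. The RT-PCR data were not analysed here.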

**Figure 3:**
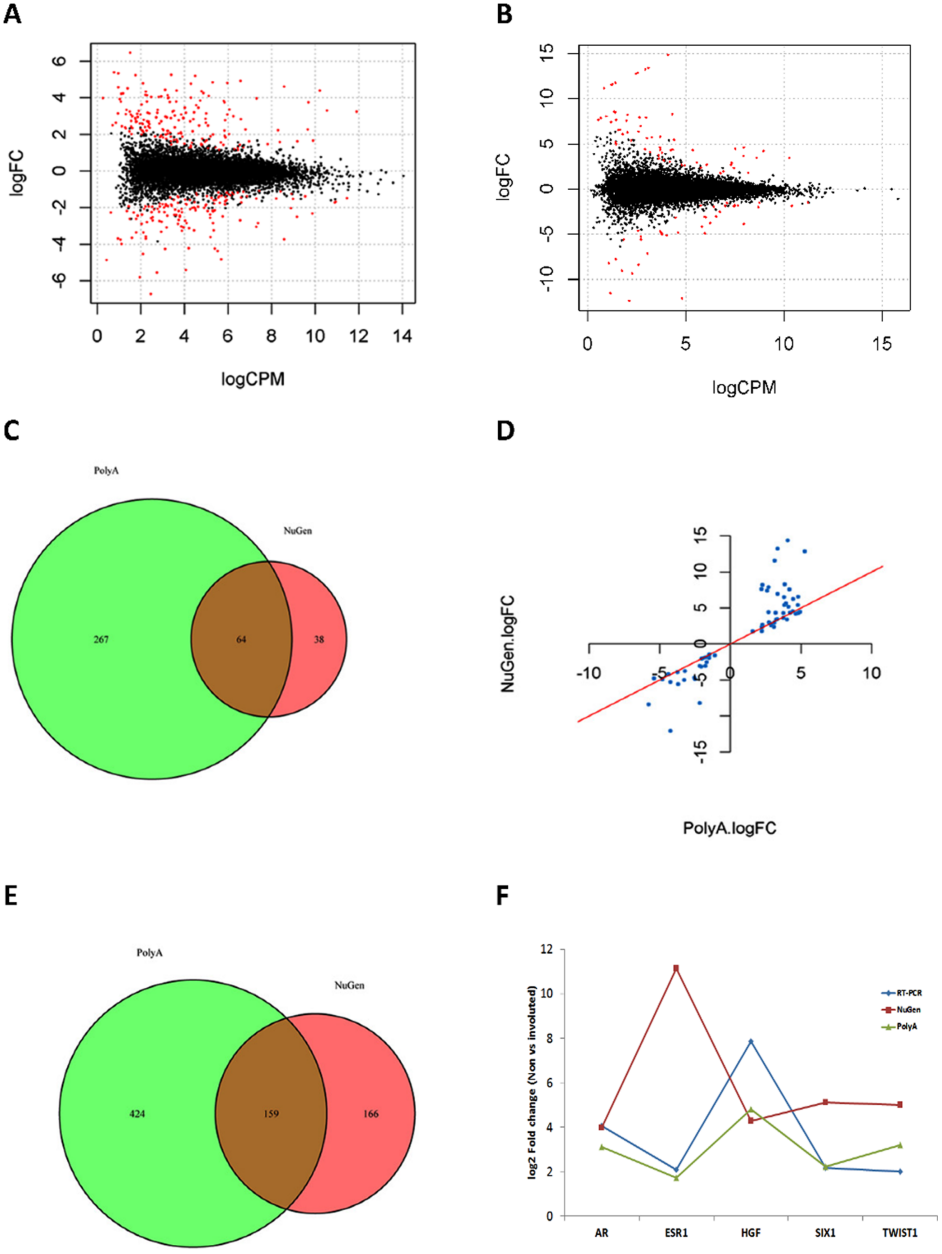
Differentially expressed genes in biologic replicates. A: Differentially expressed genes at FDR 0.05 (highlighted in red) between non-involuted and involuted epithelial phenotypes of the PolyA samples by edgeR. X-axis is the average expression across groups (normalized at count per million) in log2 scale. The Y-axis is the log2 fold change between non-involuted and involuted samples. B: Differentially expressed genes at FDR 0.05 (highlighted in red) between non-involuted and involuted epithelial phenotypes of the NuGEN samples by edgeR. X-axis is the average expression across groups (normalized at count per million) in log2 scale. The Y-axis is the log2 fold change between non-involuted and involuted samples. C: Venn diagram for common and unique DEGs (differentially expressed genes) by the PolyA and the NuGEN preparations at FDR 0.05. D: The scatter plot of log2 fold changes for the 64 common genes in 3C. All genes are in the same direction and most genes agree very well in fold change estimate except some genes have higher fold changes in the NuGEN samples. E: Venn diagram for common and unique DEGs (differentially expressed genes) by the PolyA and the NuGEN preparations at raw p value <0.01. More genes are significant and overlapping but the common genes are in the similar proportion as with FDR cut-off (21% vs 17% of total DEGs by either). F: Comparison of 5 genes between RT-PCR, DEGs by the PolyA preparation, and DEGs by the NuGEN preparations. All genes are differentially expressed by three methods using un-adjusted p value. The fold change estimates agree better between the PolyA preparation and the RT-PCR than between the NuGEN preparation and RT-PCR.

### Impact of Library Preparations on SNV Detection

The detection of SNVs from RNA-seq data has an exceptional value that allows to identify expressed variants or mutations from sequenced samples such as tumors [15], [16] or explore RNA editing events (or RNA DNA difference). However, it is not clear how different library preparations may affect these discoveries. To answer this question, we applied SNVMix2 [11], a probabilistic binomial mixture model to infer SNVs from NGS data and GATK UnifiedGenotyper [12], for each sample for SNVs. The variants detected in the PolyA samples were around 30,000 per sample (28,491–33,741 for SNVmix2 and 29,778–35,190 for GATK), among which 85–90% were called by both. However, there were 5–6 times more SNVs (146,001–180,827 for SNVmix2 and 149,840–185,371 for GATK) detected in the NuGEN samples (Figure 4A, B). The common SNVs detected by both algorithms ranged from 75–83%. However, when comparing the SNVs in the same samples between the two libraries, about 30% (27.4–32.3%) of SNV positions detected in the PolyA samples were found in the NuGEN samples, which only accounts for 5% (5.1–6.3%) of total SNVs in the latter samples. For the SNV sites captured by both library preparations, over 99.6% were in concordance. When we classified the SNVs according to their genomic locations, the numbers of SNVs in the coding regions were very similar between the PolyA and the NuGEN samples; however, the SNVs in non-coding regions were much higher in the NuGEN samples, particularly in the intragenic and intergenic regions where there were 23.5 and 12.7 fold more SNVs, respectively (Figure 4C). In the coding regions, more synonymous SNVs were observed in the PolyA samples while more non-synonymous SNVs were seen in the NuGEN samples (Figure 4D). About a third (26–31%) of coding region SNVs were commonly detected by both the PolyA and the NuGEN library preparation. For the SNVs detected in the PolyA but not in the NuGEN, majority of them were due to low or no coverage in the NuGEN samples. For variants detected in the NuGEN but not in the PolyA, there were several reasons we observed: 1) there were no sequence reads in intragenic or intergenic regions in the PolyA samples yet many reads were generated in the NuGEN samples. 2) No alternative allele was seen in the PolyA but only in the NuGEN sample.

**Figure 4:**
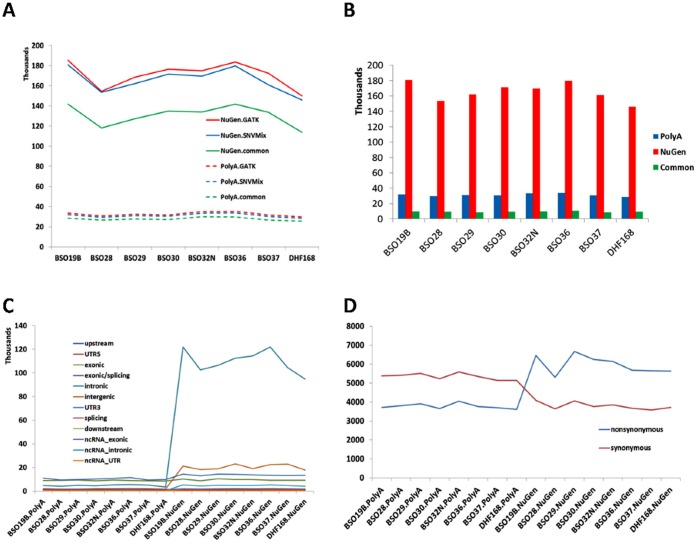
SNV detection comparison between the two library preparations. A: The total number of SNVs by the NuGEN (solid lines) and the PolyA (dashed lines) preparation (all SNVs regardless of genomic positions). There are dramatic differences between the two library preparations. However, the differences between two callers, SNVmix and UnifiedGenotyper, are small. X-axis –samples. Y-axis – number of SNVs detected in millions. B. Detected SNV comparison between the PolyA and the NuGEN preparations. The common SNVs are low. C. The number of SNVs by genomic positions for each sample by the PolyA (left) and the NuGEN (right). Higher numbers of SNVs were detected in the NuGEN samples than the PolyA samples, particularly in the intragenic and intergenic regions. D. SNVs in the coding regions by functional impacts in the PolyA and NuGEN samples. Although the total SNVs in the coding region are similar, SNVs from the PolyA have more synonymous SNVs than non-synonymous SNVs yet these are reversed for the NuGEN samples.

### Exon Capture, Base Level Coverage and 3′ Coverage Bias between the PolyA and the NuGEN Preparations

To further elucidate the differences between the two library preparations, we then compared the exon level coverage using one of the samples as an example (BSO19B). There are a total of 224,165 exons in RefSeq annotations for hg19. For the PolyA sample there were 169,881 exons (75.8% of total) with at least 1 read covered whereas the NuGEN sample only had 113,146 (50.5%), 25% less than the PolyA sample. The commonly covered exons were 111,255, which leads to 58,626 exons missed by the NuGEN preparation and 1,891 exons missed by the PolyA preparation (Figure 5A). For each individual exon covered by both the PolyA and the NuGEN, we obtained its base level coverage statistics for each exon such as mean, median, 1^st^ and 3^rd^ quartile, and max coverage. As shown in Figure 5B, the exon coverage from the PolyA (green lines) had higher median, median, 1^st^ and 3^rd^ quartile except the maximum coverage than the NuGEN sample (red lines). Noted also is that the variance of coverage (shown as standard deviation in Figure 5B) for exons were generally lower in the PolyA sample than the NuGEN sample, an indication of more even coverage across different positions in an exon in the PolyA sample than the NuGEN sample. The exon average coverage for the NuGEN sample is more spread, with many exons at very low coverage (high density around 0, Figure 5C) while a few with very high coverage (long tail on the right side). Although the low variance at the low covered exons, the variance for highly covered exons were larger in the NuGEN sample than the PolyA sample. The coefficient of variance in majority of exons was higher in the NuGEN sample than the PolyA sample (Figure 5D). These results suggest more uneven coverage in the NuGEN than in the PolyA sample in addition to exon skip. An example of such patterns was visualized in the IGV (Integrative Genomics Viewer) [17] for gene *RCAN1* (Figure 5E). Additionally, we also evaluated the overall transcript level coverage from 5′ to 3′ end for potential bias from the protocols (not as the result of RNA degradation) by standardizing exon coverage using RPKM and a different number of exons in different genes by percentile. As shown in Figure 5F, both the PolyA and the NuGEN had a clear 3′ bias and the coverage at the gene body for the PolyA sample appeared more even than the NuGEN sample. The aggregated coverage from all genes in the NuGEN sample was lower than the PolyA sample as many exons were not captured or had a lower coverage (Figure 5G, the darker cloud from 0 to 5 on x-axis below the diagonal line).

**Figure 5:**
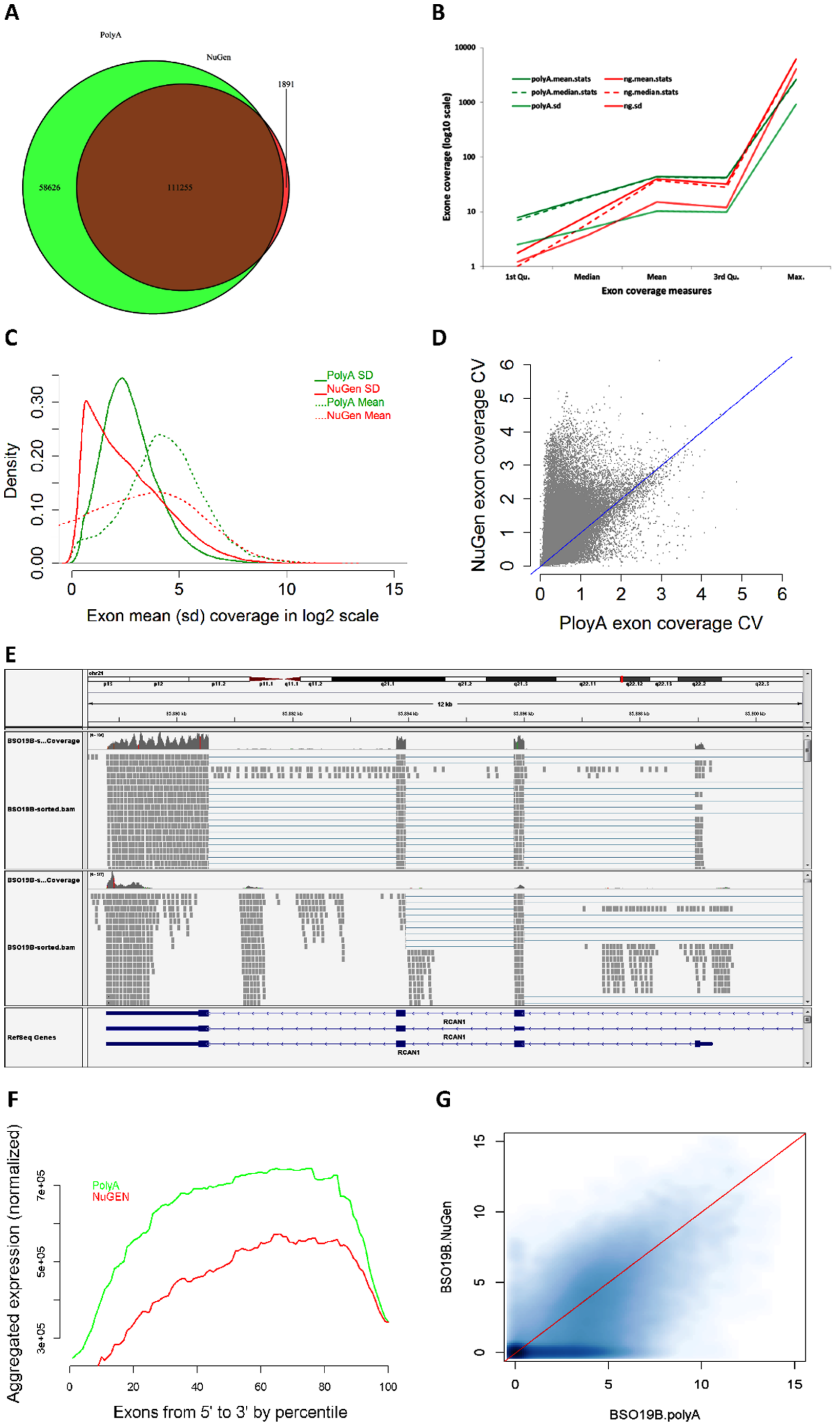
Exon and exon base coverage between the PolyA and the NuGEN preparations. A: Captured exons by either the PolyA or the NuGEN with the common and unique ones shown in the Venn diagram. B: For commonly captured exons (111,255), the PolyA have higher and more even coverage than the NuGEN sample. C: Compared to the PolyA library, the average exon coverage for the NuGEN is more spread, with many exons at very low coverage (higher density on the left) while a few with very high coverage (long tail on the right side). Although the low variance at the low covered exons, the variance for highly covered exons are larger than the PolyA library. D: The coefficient of variance in majority of exons is higher in the NuGEN preparation than the PolyA preparation. Blue line – diagonal line. E: An example exon coverage for gene RCAN1. The upper panel is from the PolyA library preparation and the lower is from the NuGEN preparation. Uneven coverage is more obvious in the NuGEN than in the PolyA. A exon skip in the NuGEN sample is also seen. Noted also is there are quite a few reads mapped into the intronic regions in the NuGEN sample. F: 3′ bias at transcript level, both in the PolyA and the NuGEN preparation. The NuGEN appears more obvious. The data is normalized by RPKM at exon level and the transcript level is standardized at percentile. G: The aggregated expression (coverage) from the NuGEN is lower than the PolyA.

### Intragenic Gene Expression

As observed above, although significant higher numbers of sequence reads were mapped to the genome in all the NuGEN samples, the numbers of reads mapped to annotated RefSeq genes were similar to the PolyA samples (Figure 1). One of the possible reasons was many of these reads might have been mapped to intragenic regions. We tested this hypothesis by evaluating the intragenic “expression” for the same set of RefSeq genes. For the PolyA samples, about 2.5 million of reads (ranging from 2.2 to 2.8 million) or 6.3% of total mapped reads were in the intragenic regions. However, 20–25% of total reads (19.5–25.3 million) were mapped into the intragenic regions for the NuGEN samples. In spite of the significant higher numbers of reads in the intragenic regions, the numbers of genes with intragenic expression in the NuGEN samples were still lower or similar to the PolyA samples (Figure 6A). Similarly, the intragenic expression among the 8 NuGEN samples was highly variable compared to the PolyA samples as measured by the coefficient of variance among the samples in the same library preparation (Figure 6B).

**Figure 6:**
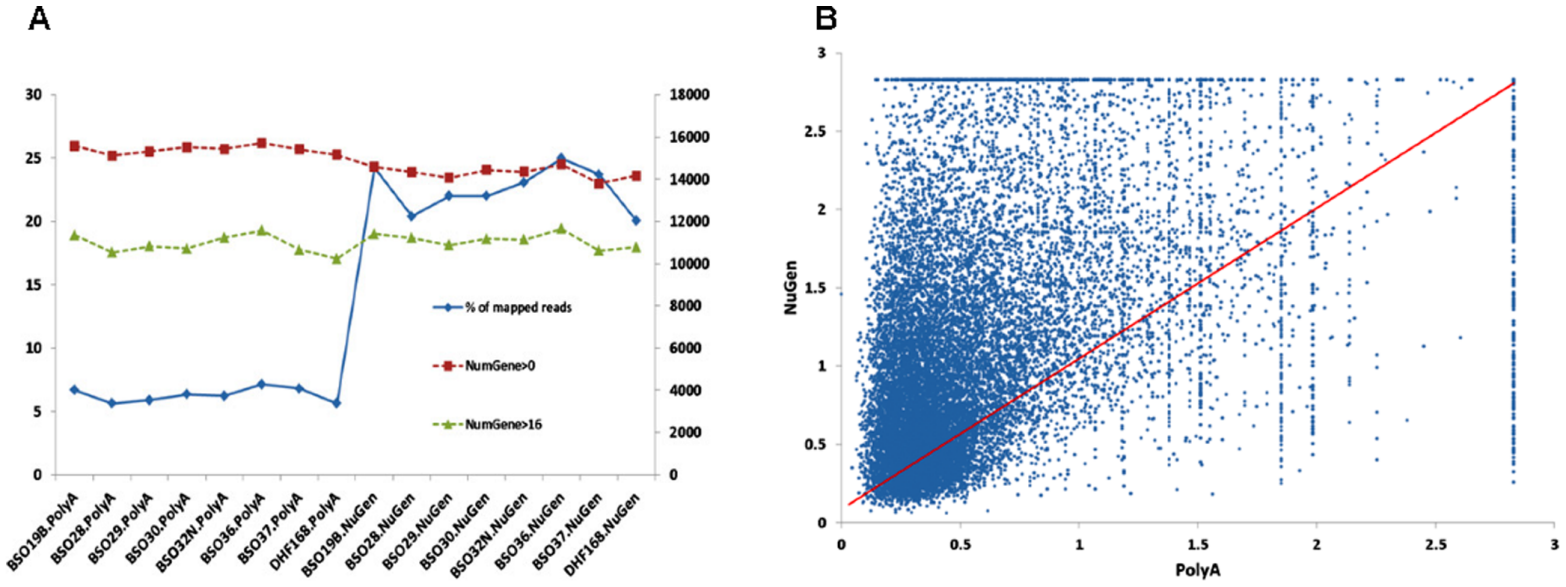
Intragenic expression of the PolyA and the NuGEN samples. A: The percentage of mapped reads to intragenic regions are much higher in the NuGEN than the PolyA samples (left axis for the blue line), however the number of genes with detected intragenic expression is lower than or similar to the PolyA samples. B: intragenic expression coefficient of variance between the PolyA and the NuGEN samples. The NuGEN samples have much higher variance than the PolyA samples.

### Impact of Library Preparations for “Novel” Gene Detection

One of advantages of the NuGEN protocol is potentially to identify genes that are not PolyA tailed. To test this hypothesis, we mapped reads to the expanded gene annotations from the latest GENCODE project, which has more than doubled number of genes (52,401) including thousands of lincRNAs (5,690) and miRNAs (1,586) compared to the RefSeq gene annotations (common genes between: 20,073). We first excluded the common genes with the RefSeq and then compared the additional genes detected by either preparation according to the gene categories. There were about 7,600 additional genes in the PolyA samples with at least one read mapped in any of the 8 samples versus 6,900 additional genes in the NuGEN samples. The number of detected genes was higher in most of the RNA categories such as protein coding, lincRNAs, antisense RNA (Fig. 7 with *) in the PolyA samples than in the NuGEN samples. On the other hand, the NuGEN preparation appeared picking slightly more other types of genes such as pseudogenes, snRNA, snoRNA, misc RNA, and miRNAs (Figure 7 without *).

**Figure 7:**
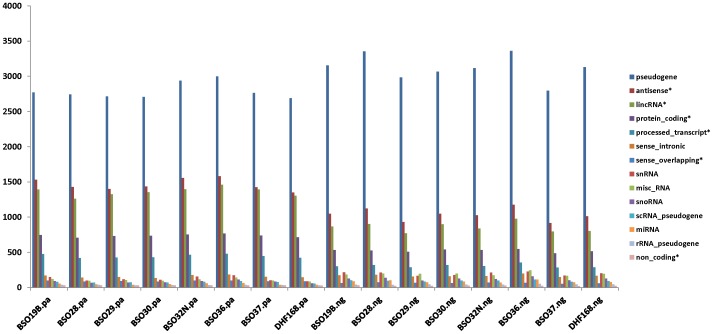
Additional genes detected in each sample by gene categories. Samples with “.pa” extension were from the PolyA preparation and the samples with “.ng” were from the NuGEN preparation. Y-axis – number of genes with at least 1 read mapped. Gene categories with * in the legend have higher numbers in the PolyA samples and those without are higher in the NuGEN samples.

### Impact of Library Preparations for “Novel” lincRNA Detection

There was an average of 306 novel lincRNAs (251–369) detected in the PolyA samples with the minimum expression >100 reads; however, the novel lincRNAs for the NuGEN samples ranged from 724 to 1,822 (1,236) after adjusting for sequence depth at the similar expression level. The NuGEN protocol appeared more capable to detect totally novel lincRNAs. Collectively, there were 5,986 novel lincRNAs detected in these samples, of which 1752 (30%) were present in 2 or more samples with certain expression as mentioned above. Comparing with the Human lincRNA Catalog (Human Body Map lincRNAs, http://www.broadinstitute.org/genome_bio/human_lincrnas/?q=lincRNA_catalog) [18], we found 455 lincRNAs with 100% and 513 with over 50% coordinate overlap with the lincRNAs defined in the lincRNA Catalog. Of note, the lincRNAs in the Catalog were all identified from the RNA-seq data prepared by the PolyA protocol.

## Discussion

Library preparation protocol selection can be difficult when RNA source is limited, quality is compromised or targeted RNAs of interest may lack PolyA tails. RNA enrichment through the PolyA selection is the most common protocol for the RNA-seq experiment. The NuGEN protocol has been developed to overcome some of the limitations in the PolyA protocol. However, the in-depth analyses about the potential impacts on the downstream analyses from the two protocols have not been conducted, particularly for the applications in DEG detection in biological replicates, variant detection, and novel RNA discovery. In this study we compared the PolyA and the NuGEN preparation protocols with the same starting RNA with regard to these critical questions. Our results showed that the sequence data from the NuGEN library had lower alignment rates; a larger proportion of reads was aligned to noncoding regions (intronic or intergenic); fewer genes were captured; fewer DEGs between biological conditions were detected; the DEG overlap with the PolyA samples was low although the agreement for the common set was fairly good; a significantly higher number of SNVs was detected in the NuGEN sample than the PolyA sample, most of which were in intronic or intergenic regions.

The NuGEN protocol was initially developed to use a minute amount of RNA or deal with RNAs that are partially degraded. This technology has been applied to gene expression microarray [19], [20], [21] and adapted to RNA-seq recently [3], [6], [22]. The evaluation of the technology in microarray is largely limited to the gene expression correlation between the degraded and fresh material. As the applications of RNA-seq are far beyond gene expression and DEG detection, the impacts of different library preparations on result analysis and interpretation are important to apprehend. In the gene capture and quantification, our results are consistent with a previous report [6] in which the PolyA library detected more genes than the NuGEN preparation; a group of non-protein-coding transcripts had markedly higher read counts by the NuGEN protocol than the PolyA selection protocol. Unlike that study, our sequence depth for the NuGEN samples was higher with over 74% alignment rate (compared to 52%) yet we did not observe the NuGEN had an advantage to detect more known non-coding RNAs, particularly lincRNAs. In the comparison between the NuGEN Ovation® RNA-Seq system, the Illumina TruSeq™ poly-A enrichment and RiboMinus™ rRNA depletion, another study [22] also found the gene coverage in the NuGEN was much uneven than the PolyA or RiboMinus (higher average CV) and a larger proportion of reads was mapped to introns and intergenic regions (the PolyA was the lowest). The exon skipping and uneven coverage in the NuGEN samples may lead to potential false alternative splicing events.

The significant amount of reads mapped to intragenic and intergenic regions in the NuGEN samples have several implications. First, it may potentially uncover uncharacterized transcripts, non-coding or small RNAs. The observation that there are 4 times or more novel lincRNAs detected in the NuGEN samples than the PolyA protocol appears supporting the hypothesis. The little difference for the annotated lincRNAs as defined in the GENCODE may be the result of technology bias as most of RNA-seqs are performed through the PolyA selection. However, before we can validate these novel lincRNAs, this assertion can not be firmly established as the possibility of platform specific artifacts exists. Second, it contributes to a significantly higher number of SNVs. As most of the SNVs in these regions have no coverage from the PolyA samples, it is hard to assess their validity and the functional meaning of these SNVs needs to be further investigated.

When detecting DEGs in biological replicates, the NuGEN preparation tends to claim fewer DEGs than the PolyA preparation, which is mainly contributed by two possible reasons: 1) the NuGEN has fewer genes detected than the PolyA. 2) the gene expression in the NuGEN samples shows much higher variance which reduces statistical power to detect DEGs. Nevertheless, for the highly significant common genes detected in both protocols, a reasonable agreement is achieved and they are validated by RT-PCR. Therefore, for gene expression quantification and DEGs, the NuGEN protocol provides a good alternative when RNA material is limited although certain DEGs are missed. 

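Over the 9719 genes passing the filter in both preparations, edgeR's common biological coefficient of variation between lines of the same phenotype was 0.364 in the PolyA samples and 0.645 in the NuGEN samples. The coefficient of single genes was larger in the NuGEN samples for 97.2% of these genes, and the standard error of the log2 fold change between phenotypes for 95.4%. These single-gene values are moderated toward values shared by the genes of a preparation, so the shares do not count independent genes. Both libraries of a line came from the same RNA extract, so these coefficients also hold variation of preparation and sequencing. Among the genes with the highest mean CPM over all 16 libraries, 1 of 3 groups of equal size, the median coefficient was 0.262 in PolyA and 0.394 in NuGEN. In the group with the lowest mean CPM it was 0.315 in the PolyA and 0.740 in the NuGEN samples. The paper proposes that this variation and the smaller number of genes detected lower the number of genes called with the NuGEN preparation.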

Increasing sample size with more biological replicates is needed to compensate the high variance of expression.

We were not able to assess the difference between the two protocols in fusion detection as these events mostly occur in tumors and no such events were detected in these cells in our analysis [23]. From what we observed in this study, it is conceivable that the data from the NuGEN protocol may be challenging as it has more exon skipping, lower number of reads mapped to exon-exon junction, and shorter fragment length.

In this study we used the data generated from two generations of Illumina sequencers (GAIIx for the PolyA and the HiSeq 2000 for the NuGEN) and the sequence outputs were different, which potentially confounded the results. To explore the possibility, we compared 4 tumor samples prepared by the PolyA protocol and sequenced by both the GAIIx and the HiSeq 2000. To make them more comparable, the sequence depths were standardized at ∼44 million. We found little difference between the data from the two sequencers in terms of alignment statistics, gene quantification and differently measured genes (Table S1, Figure S2 and S3). To evaluate the impact of sequence depths, we randomly drew about 40 million reads from each sample in our HMEC samples and then repeated the analyses. The results were very similar to the data when full data were used (Figure S4, S5, S6, S7). As the NuGEN samples had lower alignment rates and lower numbers of reads mapped to the RefSeq genes, the downsized samples had a lower power to detect DEGs between two conditions of biological replicates, which supports the observation that higher sequence depth was needed for the NuGEN samples (Note: the data without downsizing had closer numbers of reads mapped to genes in the NuGEN compared to the PolyA samples).

The main advantage of the NuGEN preparation is to use minute amount or partially degraded RNA such as from FFPE samples. We evaluated the potential issues for the former but were unable to conduct the comparisons for the latter as the PolyA would not work with the FFPE samples and the quality of RNA would complicate the comparisons. The study is intended to illustrate the biases from different protocols which need to be considered in data analysis and interpretation. In gene detection and DEGs, the NuGEN may miss a significant number of genes when sample size is small. SNVs, fusion genes or alternative splicing are more challenging and caution is needed for these results.

## Supporting Information

Figure S1 **Base quality score distribution for read 1 of the same sample sequenced with the PolyA and the NuGEN preparation.** All other samples and reads had the similar distribution. A: Reads from the PolyA sample; B: reads from the NuGEN sample.
(TIF) Click here for additional data file.

Figure S2 **Gene expression correlation between GAIIx and HiSeq2000: A: raw gene count and log2 transformed. B: Normalized RPKM count and log2 transformed.**
(TIF) Click here for additional data file.

Figure S3 **Unsupervised clustering and differentially measured genes between GAIIx and HiSeq200.** A: Unsupervised clustering for samples using all genes. The same samples sequenced by GAIIx and HiSeq2000 clustered tightly. B: P value distribution for differentially measured genes. Only very few genes were differentially measured between the two platforms, much fewer than random noises.
(TIF) Click here for additional data file.

Figure S4 **Alignment and gene capture statistics for the PolyA and NuGEN after standardizing sequencing depth at ∼40 million for all samples.**
(TIF) Click here for additional data file.

Figure S5 **Gene expression correlation between the PolyA and the NuGEN after sequence depth normalization (4 sample pairs shown).** A: raw gene count without any normalization. B: RPKM normalized data.
(TIF) Click here for additional data file.

Figure S6 **Common DEGs detected between the PolyA and the NuGEN preparations after standardizing read depths to 40 million.**
(TIF) Click here for additional data file.

Figure S7 **Number of SNVs detected in each sample by two library preparations.** Much more “SNVs” are in the NuGEN sample than the PolyA samples.
(TIF) Click here for additional data file.

Table S1 **Alignment statistics for 4 samples sequenced by both GAIIx and HiSeq2000.** The read depths were standardized to the similar number by randomly drawing reads from the samples with higher depths. The same samples have the very similar alignment statistics.
(DOCX) Click here for additional data file.

Table S2 **Command and parameters for Cufflink and Scripture used for novel lincRNA identification**.
(DOCX) Click here for additional data file.

# Supplementary material for: Impact of Library Preparation on Downstream Analysis and Interpretation of RNA-Seq Data: Comparison between Illumina PolyA and NuGEN Ovation Protocol
**Source:** PLoS One. 2013 Aug 19;8(8):e71745. doi: 10.1371/journal.pone.0071745
**Supplement:** Table S1 — Alignment statistics for 4 samples sequenced by both GAIIx and HiSeq2000. The read depths were standardized to the similar number by randomly drawing reads from the samples with higher depths. The same samples have the very similar alignment statistics.

| Sample. Sequencer | Total reads | Mapped | %Mapping | Genome reads | %Genome | Junction reads | %Junction reads |
| --- | --- | --- | --- | --- | --- | --- | --- |
| s11.GAIIx | 44,122,160 | 42,333,458 | 95.9 | 33,683,911 | 76.3 | 8,649,547 | 19.6 |
| s11.HiSeq | 44,754,656 | 42,328,390 | 94.6 | 33,673,647 | 75.2 | 8,654,743 | 19.3 |
| s14.GAIIx | 44,124,570 | 42,353,623 | 96 | 33,027,360 | 74.9 | 9,326,263 | 21.1 |
| s14.HiSeq | 43,846,418 | 41,495,892 | 94.6 | 32,379,169 | 73.8 | 9,116,723 | 20.8 |
| s30.GAIIx | 44,510,720 | 42,578,818 | 95.7 | 32,920,238 | 74 | 9,658,580 | 21.7 |
| s30.HiSeq | 44,127,584 | 41,661,712 | 94.4 | 32,173,796 | 72.9 | 9,487,916 | 21.5 |
| s3.GAIIx | 44,267,842 | 42,386,537 | 95.8 | 34,433,909 | 77.8 | 7,952,628 | 18 |
| s3.HiSeq | 43,944,644 | 41,652,227 | 94.8 | 33,790,430 | 76.9 | 7,861,797 | 17.9 |

# Supplementary material for: Impact of Library Preparation on Downstream Analysis and Interpretation of RNA-Seq Data: Comparison between Illumina PolyA and NuGEN Ovation Protocol
**Source:** PLoS One. 2013 Aug 19;8(8):e71745. doi: 10.1371/journal.pone.0071745
**Supplement:** Table S2 — Command and parameters for Cufflink and Scripture used for novel lincRNA identification.

| Cufflinks: |
| --- |
| cufflinks -o [alignment directory] -G [gencode GTF] -p 8 -g [gencode GTF] --multi-read-correct --upper-quartile-norm [BAM file] |
| Scripture: |
| java -Xmx2000m -jar scripture-beta2.jar -alignment [BAM file] -maskFileDir [Any nucleotide sequence to be masked] -out [output BED file] -chr [chr number, e.g., chr6] -sizeFile [file containing chromosome numbers and their sizes, similar to allchr.fa.fai] -chrSequence [FASTA sequence of respective chr] |

How the deposited data were processed for this re-analysis (not part of the article)

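RNA of 8 HMEC lines was measured in 16 libraries, 1 PolyA and 1 NuGEN library per line. The paper gives the number of lines of each phenotype, and the labels of the deposited samples give the phenotype of each line. The paper states that both libraries of a line came from the same RNA extract. The authors deposited counts of reads per RefSeq gene for each library. According to their methods, reads were aligned with TopHat and Bowtie and counted with HTSeq, and the paper's text does not name the strand setting or the handling of reads with several locations, so counts of near-identical and overlapping genes are uncertain. Every count is an even number. Columns of values that could not be given a sample numbered 0.

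Everything else was computed from these counts. CPM are counts scaled to the library's total count on genes, and RPKM are CPM per kilobase of the reference transcript. Tests across genes used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Other measures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot used matplotlib 3.10.9. The main test was edgeR's quasi-likelihood test with robust estimation and TMM normalization. Between preparations all 20156 genes with a count were tested with the lines as blocks. Between phenotypes each preparation was tested alone after the filter at 4 CPM as the paper words it. Fitted log2 fold changes used a prior count of 0.125, or of 2 where the preparations were compared over common genes. The set tests used camera with a preset correlation of 0.01 over 14991 genes with at least 1 CPM in at least 3 libraries, for the 7 of 8 sets that could be tested. The set of LINC genes held too few of them.

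Pairing by line rests on the shared RNA extract. It was checked over 9608 genes by correlating each library's deviation from its preparation mean, with r from 0.394 to 0.619 for the same line and from -0.405 to 0.389 (median -0.0916) for different lines.

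The genes named were fixed by rule: every gene the paper names, the 5 largest fold changes in each direction between preparations among genes with an adjusted p-value under 0.05, a mean of at least 10 CPM and 1 direction in all 8 lines (5617 genes met this), and genes over 10000 RPKM in all 8 libraries of a preparation. Rules for genes called between phenotypes in both preparations, and for the difference of the phenotype effect, selected none. Genes whose counts can follow a donor's genotype were left out, and some of the genes the paper names are not reported here. Lists of 12 fibroblast, 8 epithelial and 5 nuclear RNA genes were written for the closing section.

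The steps were tested on simulated data with 200 genes changed 4-fold. Between phenotypes, the quasi-likelihood test recovered 87.5% of them among 11879 genes in the PolyA samples, with 10 false calls, and 32% among 10424 genes in the NuGEN samples, with 5 false calls. The exact test recovered 95% and 47.5%, with 36 and 20 false calls, and DESeq2 94% and 52.5%, with 40 and 39. Between preparations the quasi-likelihood test recovered 71.5% among 20048 genes, and the test of the difference between phenotype effects 53% among 9719 genes. The changed genes between preparations were drawn from those with a mean of at least 1 CPM, so 71.5% does not hold for lower genes.

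Alternatives covered the test, the filter, the normalization, the pseudocount, thinning of every library to the same total, the removal of the line blocks and leaving out each line. A correction of each library's trend with GC content was fitted together with the line blocks over 20 bins. RT-PCR, exon, intron, variant and tumour data were not analysed here.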

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

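The choices of tests and alternatives in this and the next parts were made before the data were examined unless a sentence says otherwise. The lines and genes tested here were picked from their values, while each test was set before the result it measures was seen, except that the correlation of MALAT1 shares and the comparison of their counting intervals were chosen only after shares of MALAT1 were seen. A library was examined where its gap to the nearest other library of its group, divided by the range of the group, was over Dixon's critical value for groups of 8 or of 4. This held for 11 of 55 groups, 7 of 43 with 8 libraries and 4 of 12 with 4, where chance gives 1 in 20 groups, or 2.75. The measures overlap, so the 11 are not independent.

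The NuGEN sample of line 4 stood apart in 6 of the measures. Its 10 most abundant genes held 23.9% of its counts against 13.3% to 18.3% in the other NuGEN samples, and MALAT1 held 13.8% against 2.70% to 7.33%. MTRNR2L2 held 3.76% (4.40% to 4.85% in the others), MTRNR2L8 0.987% (1.81% to 2.09%) and all MTRNR2L genes together 5.08% (6.62% to 7.38%). The maximum of log2(RPKM + 1) was 15.15 against 15.38 to 15.52. These shares are parts of one total, so a larger share of one gene lowers the others. If the RNA of line 4 held more MALAT1, its PolyA sample would also have the highest share. This requires that PolyA selection kept a like part of MALAT1 in each line. MALAT1 held a mean of 0.0556% of the PolyA counts against 5.41% of the NuGEN counts. The PolyA share may thus not follow the content of the RNA, and its ranking cannot decide. The PolyA sample of line 4 had 0.0892% (95% Wilson interval 0.0881 to 0.0902) and that of line 8 had 0.0888% (0.0878 to 0.0898). Line 4 was thus not above line 8 beyond counting error, and in NuGEN line 8 had 3.80%. These intervals are too narrow if both reads of each pair were entered. Across the 8 lines the shares in the preparations had Pearson's r = 0.633 (exact permutation test, two-sided, p = 0.0625) and Spearman's rho = 0.571 (exact permutation test, two-sided, p = 0.151), and r was 0.716 without the 2 lines farthest from the median. More MALAT1 in the RNA of line 4 is a candidate explanation that stays open. If nuclear RNA had been carried over, other nuclear RNAs would also be highest in this library. Of 5 such genes 1, NEAT1, was highest there, MIAT and MEG3 were second, and KCNQ1OT1 and TUG1 were neither, so this stays open as well. In the NuGEN sample of line 8, KCNQ1OT1, TUG1 and MEG3 were highest, so that 3 of the 5 were highest or second in line 4 and 3 in line 8. In the PolyA samples 3 of the 5 were highest or second in line 4 and 4 of the 5 in line 8. The phenotype does not set line 4 apart from the other involuted lines, and no biological explanation was tested.

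In the NuGEN sample of line 8 the lower quartile of log2(RPKM + 1) was 0.024 against at most 0.0031 in the others. It lies at the edge of detection, where the other samples are at or near 0, and no explanation was tested.

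The other values belong to genes the paper compared with RT-PCR, in groups of 4 lines. Among involuted NuGEN samples, HGF had 1.28 CPM in line 4 and at most 0.101 in the others, and TWIST1 had 0.0504 CPM in line 2, which is 2 counts, and 0 in the others. ESR1 in the PolyA samples had 2.77 CPM in line 4 of the involuted group (at most 0.542 in the others) and 13.1 CPM in line 8 of the non-involuted group (at most 1.38). Groups in which most libraries have no count pass this limit easily, and no explanation was tested for these genes.

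The paper does not name the genes with the largest shares of the NuGEN counts. They were MALAT1 with a mean of 5.41%, MTRNR2L2 with 4.57% and MTRNR2L8 with 1.81%, against 0.0556%, 0.0633% and 0.0322% in the PolyA samples. A candidate explanation for the MTRNR2L genes is that reads of the mitochondrial 16S rRNA gene (positions 1671 to 3229) were counted on its nuclear copies. The NuGEN level would then rise with identity to that gene. Its excess over PolyA would rise as well only if the PolyA counts did not come from such reads. Over 10 MTRNR2L genes the NuGEN mean CPM rose with the percent of windows within 2 mismatches (Spearman's rho = 0.842, permutation test with 100000 resamples, p = 0.00383). Over the 9 genes with counts in PolyA the excess gave rho = 0.55 (exact permutation test, p = 0.133), which does not reach 0.05. The excess cannot decide, since such reads may be counted in both preparations. The NuGEN level went with the explanation, but genes of a family are not independent, so it stays open.

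The replication-dependent histone genes, whose mRNA lacks a poly(A) tail, are named in the paper's introduction among the RNAs that PolyA selection avoids, and the paper reports no values for them. They had a median log2 fold change of -4.58 over 49 genes, with 42 higher in NuGEN. With the genes at the limit of detection set to their bound the median was -4.58 as well. Camera gave an adjusted p of 6.66e-07 (Benjamini-Hochberg over 7 sets), fry 0.000215 and camera with an estimated correlation 0.233, so the call held under fry and not under the estimated correlation. The direction was the same with upper-quartile normalization. The preparation and the sequencer cannot be told apart in any of these comparisons, although the paper reports little difference between the sequencers for PolyA libraries of tumour samples, which were not analysed here. No biological explanation was tested, since both libraries of a line hold the same RNA.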

How the results depend on the processing

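The alternatives that count genes over 4 CPM in at least 2 libraries, set a prior of 20 degrees of freedom, halve the counts, ask for at least 3 counts, leave out MALAT1 and the MTRNR2L genes (alone or with scaling by library size), change the gene lengths or correct for GC content were chosen after seeing the data. Of 351 alternative values of 42 results, 290 kept their direction and side of the threshold, or stayed within 1.5 times of a count.

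Between preparations, the genes detected and the genes at or above 5 RPKM were higher in PolyA under every alternative run. In the bin from 100 to 1000 RPKM the difference was lost with TMM effective library sizes, at -0.25 genes, and the cause was not tested. The mean r of paired libraries moved from 0.771 to 0.814 with CPM in place of RPKM and to 0.679 over genes with at least 10 counts in both libraries, and the cause was not tested. Genes detected by one preparation alone fell to 1068 for PolyA and 211 for NuGEN with at least 10 counts, by construction. With the GC correction and the replicate block, 6998 genes were differentially measured, 3500 of them higher in PolyA, and 2645 had a fold change over 4. Without the block, that is without pairing, there were 11327 genes, 6318 higher in PolyA and 5009 in NuGEN. For the difference of the phenotype effect between preparations, 326 genes in place of 658 had an unadjusted p under 0.05 without the block, and 0 had an adjusted p under 0.05 in either fit. The pairing changed no other call of these 2 comparisons by over 1.5 times. The share higher in PolyA was 61.1%, and 56.0% with upper-quartile normalization and 66.3% with library size alone.

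Between phenotypes, the test decided the counts at an adjusted p-value under 0.05. The quasi-likelihood test gave 0 genes in the PolyA samples, 0 in the NuGEN samples and 0 in common (1228, 626 and 189 at an unadjusted p under 0.05). The exact test gave 216, 31 and 22 genes, DESeq2 245, 76 and 33, and the exact test with at least 2 libraries and a prior of 20 degrees of freedom 332, 102 and 64. Leaving out each line gave from 0 to 3 genes in the PolyA samples (3 without line 7 and 1 without line 4), from 0 to 1 in the NuGEN samples (1 without line 7 or line 4), and 0 in common. At an unadjusted p under 0.01, in the same order, the counts were 306, 140 and 48, with the exact test 470, 239 and 109, with DESeq2 625, 310 and 119, without a filter 535, 217 and 85, and with the later exact test 581, 325 and 159. Fits that each left out one line gave from 134 to 733, from 79 to 287 and from 14 to 102 genes, in each case lowest without line 5 and highest without line 2. Of the 6 tests of ESR1, HGF and TWIST1, 0 passed an adjusted p of 0.05 with the quasi-likelihood test (4 had an unadjusted p under 0.05), 2 with the exact test and 3 with DESeq2. The fits without a filter are the same as the main ones for these genes. Across the fits that each left out one line, the log2 fold change of ESR1 in the PolyA samples lay from -0.075 without line 8 to 2.94 without line 4. Line 8 held its highest value. The difference of the phenotype effect between preparations gave 0 genes (658 at an unadjusted p under 0.05) and 20 with DESeq2. The cause of these differences between tests was not tested.

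The ratio of the coefficients of variation, NuGEN to PolyA, was 1.77 (jackknife standard error 0.187) and moved to 2.00 over the genes kept by edgeR's filterByExpr, and the cause was not tested. Of the 7 sets, 4 had an adjusted p under 0.05 with camera, 7 with fry, 2 with an estimated correlation and 6 with upper-quartile normalization. Single genes and sets changed their call without reversal in 10 stronger and 2 weaker cases. Few counts in the involuted NuGEN samples limit the folds of ESR1 and TWIST1 there to lower bounds.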

Differences from the paper's values

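At an adjusted p-value under 0.05, the paper's numbers of differentially expressed genes are 331 in the PolyA samples, 102 in the NuGEN samples and 64 in common, against 0, 0 and 0 with edgeR's quasi-likelihood test (1228, 626 and 189 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 gave 245 genes in the PolyA samples and 76 in the NuGEN samples, each within 1.5 times of the paper's number, and 33 in common, which is not. The exact test named in the paper's methods gave 216, 31 and 22, and none of these is within 1.5 times. None of the other single alternatives closed the gap. Without a filter, as run for the RT-PCR genes, the exact test gave 408, 39 and 30 genes and DESeq2 461, 218 and 81, of which 408 and 461 in the PolyA samples and 81 in common are within 1.5 times. The exact test on genes over 4 CPM in at least 2 libraries with a prior of 20 degrees of freedom, which was chosen after seeing the values, gave 332, 102 and 64. Each of these is within 1.5 times of the paper's number, and this filter leaves as many genes as the paper reports after filtering.

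At an unadjusted p under 0.01, the paper's numbers are 583 in the PolyA samples, 325 in the NuGEN samples and 159 in common, against 306, 140 and 48. The exact test gave 470, 239 and 109 and DESeq2 625, 310 and 119, all within 1.5 times of the paper's numbers. Without a filter on low counts the numbers were 535, 217 and 85, of which the first and second are within 1.5 times and the third is not. The fits without line 2 gave 733, 287 and 102, of which the first and second are within 1.5 times, and the fit without line 6 gave 469 in the PolyA samples, which is within it. The genes kept by filterByExpr gave 441 in the PolyA samples, within it as well. None of the other single alternatives closed the gap. Without a filter, the exact test gave 837, 426 and 201 genes, all within 1.5 times, and DESeq2 964, 618 and 204, of which the last is. On the genes passing in both preparations the exact test gave 108 in common, within it. The test chosen after seeing the values gave 581, 325 and 159. The paper's share of common genes among those of the PolyA samples is 27% and the value here 15.7%. It was 23.2% with the exact test and 19.0% with DESeq2, both within 1.5 times.

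The paper states that the RT-PCR genes, ESR1, HGF and TWIST1 among them, were differentially expressed in both preparations, by unadjusted p according to the legend of Figure 3F. With the quasi-likelihood test 4 of the 6 tests of these 3 genes had an unadjusted p under 0.05, and those of ESR1 in the PolyA samples and of HGF in the NuGEN samples did not. With the exact test 5 of the 6 had one, and that of ESR1 in the PolyA samples (p = 0.0536) did not. With DESeq2 5 had one, and ESR1 in the PolyA samples was given no p-value. With the quasi-likelihood test, ESR1 in the PolyA samples passed this limit without line 4, and HGF in the NuGEN samples after thinning and without lines 4, 6 or 7. TWIST1 in the NuGEN samples no longer passed it without lines 1, 3, 4 or 8, nor HGF in the PolyA samples without line 8.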

Other observations

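Tests of the counts taken by MALAT1 and the MTRNR2L genes, of fibroblast genes, of epithelial genes in line 8, of genes called in NuGEN alone, of the evenness over pairs of lines, of library size, of lower counts as a source of variation and of other divisions of the lines for a count of 0 were chosen only after the result was seen, and the GC test of the pairs of lines after the uncorrected shares were seen.

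More genes were measured higher in PolyA than in NuGEN, 7085 against 4506. Transcript length had Spearman's rho of -0.298 with the log2 fold change, weaker than GC content with 0.751 (across 13514 genes, and from 0.626 to 0.737 within each line). The median log2 fold change fell from 1.31 among the genes with the shortest transcripts to -0.59 among those with the longest, in 4 groups of nearly equal size. No correction for length was run, so length stays open. With scaling by library size alone, 7699 against 3918 genes were higher in PolyA and in NuGEN, and 7156 against 4420 without MALAT1 and the MTRNR2L genes, a ratio of 1.62 (from 1.57 to 1.64 with each line left out in turn). The counts these genes take are thus not the whole cause, but with this scaling they add to the excess. After removal of each library's GC trend, with lines as blocks, 3500 genes were higher in PolyA and 3498 in NuGEN. The removal centres the difference between preparations at each GC content, which brings both numbers together by itself, so whether GC content accounts for the excess stays open. The sequencer follows the preparation and cannot be told apart from it here. The paper reports little difference between both sequencers for PolyA libraries of tumour samples run on each, which were not analysed here. Exchanging the preparation labels within lines gave as many genes in 1 of 60 draws of 128 possible, the real labels included, and 0 to 4590 genes in the others.

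Genes detected by PolyA alone had a median GC content of 55.7% (1927 of 2160 genes had a value), against 45.1% for genes detected by NuGEN alone and 48.4% for genes detected by both. GC content may therefore contribute to which genes are detected, and genes with few counts in both are also missed by chance.

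The number of genes between phenotypes was compared with all 35 divisions of the 8 lines into 4 and 4, the real one included. As many genes at an unadjusted p under 0.01 were found in 4 divisions for the PolyA samples, in 4 for the NuGEN samples and in 3 for the common genes. The exact test at an adjusted p under 0.05 gave as many in 3, 4 and 3 divisions. The quasi-likelihood count of 0 was matched by all 35 in each preparation, which says nothing of the phenotypes. The most genes by the exact test in the PolyA samples were 471, against 216 for the phenotypes. That division grouped 3 involuted lines with 1 non-involuted line, so it largely followed the phenotype. Divisions with 2 lines of each phenotype in a group gave at most 123 genes by that test. At an unadjusted p under 0.01 by the quasi-likelihood test, such divisions gave up to 667 genes in the PolyA samples, against 306 for the phenotypes. The shares of divisions with as many genes are all 0.05 or more, so differences among the lines that do not follow the phenotype could give counts as large.

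Fewer genes had an unadjusted p under 0.01 in NuGEN than in PolyA. On the genes passing the filter in both preparations the counts were 228 and 131, so the number of genes tested is not the whole cause. The total count was larger in NuGEN in 8 of 8 lines, which argues against library size. The standard error was larger in NuGEN for 95.4% of genes, so larger variation between the NuGEN libraries may contribute to the smaller count. Removing each library's GC trend left the NuGEN coefficient of variation at 0.641 (0.351 in PolyA). GC trends are thus not the whole cause of the larger variation. Of 3 groups of equal size by mean CPM over both preparations, the highest had a median coefficient of 0.394 against 0.262. The lowest had 0.740 against 0.315. A gene with few NuGEN counts can lie in the highest group, so low counts as a cause stay open.

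Few genes were called in both preparations. A phenotype effect that differs between preparations could give genes in a test of that difference. The quasi-likelihood test gave 0 genes (658 at an unadjusted p under 0.05, and 20 genes with DESeq2). The same test called 0 genes between phenotypes in each preparation, and in simulation it recovered 53% of the 4-fold differences. Its count of 0 therefore cannot decide whether the effects differ. Of the genes tested in both preparations, 170 had an unadjusted p under 0.01 in PolyA alone, and 93.5% of these had the same sign in NuGEN, against 62.4% of all 9719 genes. Their median absolute log2 fold change was 1.18 in PolyA and 0.99 in NuGEN, which argues against differing effects as the whole cause for these genes. The 76 genes with such a p in NuGEN alone had the same sign in PolyA for 84.2%, but 74 of them had the larger log2 fold change in NuGEN, with medians of 0.56 in PolyA and 1.91 in NuGEN. Of the 5 genes called by the exact test in NuGEN alone and tested in both, 4 had a difference with a Benjamini-Hochberg adjusted p under 0.05 over that list alone, edgeR's quasi-likelihood test. These genes were chosen for a large effect in NuGEN, so for them differing effects stay open. Both preparations hold the same lines, so shared signs need no effect of the phenotype.

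Genes called higher in the non-involuted lines by the exact test had, of the 4 non-involuted lines, their highest values in lines 5 and 8 for 72.1% of 122 genes in PolyA, against 36.8% of all genes tested, and for 31.6% of 19 genes in NuGEN, against 20.0% of all. An even spread over the 6 pairs of these lines would give less, but genes regulated together are not independent, so chance among the lines stays open. The PolyA samples of these lines had GC trends unlike the others (rho of the deviation with GC content -0.478 and -0.577), but after removing each trend the share was 77.5% of 120 genes, against 30.9% of all, which argues against the trend. Fibroblast-like cells in some lines are a candidate explanation. Of 12 fibroblast genes 11 were highest or second in line 5 and 10 in line 8 in PolyA, and 10 and 9 in NuGEN, with COL1A1 at 10131 CPM in line 5. In the PolyA samples FAP was highest in line 4 and THY1 in line 6. Of 8 epithelial genes, 0 were highest or second in line 5 and 2 in line 8, and in both preparations 5 were lowest and 2, KRT18 and EPCAM, highest in line 8. In the PolyA samples KRT14 was 166 CPM in line 8 against a median of 7691, KRT18 667 against 154, EPCAM 147 against 62.4 and CDH1 529 against 484. A lower share of epithelial cells would lower these genes alike, which argues against it as the whole cause of the low values in line 8. The high fibroblast genes could come from a small share of fibroblast-like cells or from a programme within the cells, and these cannot be told apart, since either gives such values. Of the 12 fibroblast genes, 10 had at least 1 CPM in all PolyA samples. In PolyA, every non-involuted line was above every involuted line for COL1A1, COL1A2, COL3A1, COL6A3, DCN, LUM, PDGFRA, PDGFRB and POSTN. For COL1A1 the lowest non-involuted value was 2749 CPM and the highest involuted value 1621 CPM. COL5A1, FAP and THY1 did not separate the phenotypes in this way. In NuGEN only COL1A1, COL6A3 and POSTN did. The phenotype therefore stays an open explanation, untested.

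Of the other transcript classes, camera with Benjamini-Hochberg adjustment over the 7 sets gave snoRNA genes a median log2 fold change of -1.57 (adjusted p = 0.00458), cytoplasmic ribosomal protein genes 1.31 (1.01e-11) and ZNF genes -0.38 (0.0405), with fry calling all 7 sets and the estimated correlation only snoRNA and ribosomal protein genes. MicroRNA genes had -1.65 (0.0977), oxidative phosphorylation genes 0.57 (0.0546) and 2 small nuclear RNA genes -4.13 (0.0546). All 7 kept their direction with upper-quartile normalization, and the sets of oxidative phosphorylation and small nuclear RNA genes then had an adjusted p of 0.0494 each.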
